A study of Mus musculus with 12 samples. Its data were reported in "VEGF-C prophylaxis favors lymphatic drainage and modulates neuroinflammation in a stroke model" (2024).

How the data were processed

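RNA-seq of CD11b-positive cells from the mouse brain was analysed in 12 libraries. CD11b is a surface protein of microglia and macrophages, and the cells had been separated from brain tissue with antibody-coated magnetic beads. Each mouse had received an adeno-associated virus (AAV) in the cisterna magna, a pocket of cerebrospinal fluid behind the cerebellum. AAV-VEGF-C encoded mouse vascular endothelial growth factor C, a growth factor of lymphatic vessels, and AAV-CTRL encoded a soluble fragment of its receptor VEGFR3 as the control. Per the paper, this fragment does not bind VEGF-C. Part of each arm underwent transient middle cerebral artery occlusion (tMCAO), a model of ischemic stroke. Per the labels the vector was given 4 weeks before collection or before tMCAO, and the tMCAO groups were collected 7 days after the occlusion. Groups and replicate numbers were taken from the sample labels, which gave 3 libraries in each of 4 groups: AAV-CTRL, AAV-VEGF-C, AAV-CTRL tMCAO and AAV-VEGF-C tMCAO.

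Before deposition the authors had prepared stranded, poly(A)-selected libraries, sequenced them as paired reads, quantified transcripts with Salmon, aligned reads with STAR to the mouse genome and processed the counts with DESeq2. The deposited values were regularised log2 values (rlog) made by the authors. These are counts scaled by a size factor for each library and put on the log2 scale, with every library's difference from the gene's mean shrunk towards 0, most strongly for genes with few reads. Changes of weakly expressed genes are therefore understated. Whether the shrinkage was blind to the groups, and whether genes had been removed beforehand, is not stated. The values held no counts, so the depth of each library is unknown and no count-based interval could be given. All 12 value columns were matched to a library by name, and 0 were left unmatched.

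The table held 41444 genes, of which 17469 were at exactly 0 in all 12 libraries. Genes with a mean of at least 3 over all libraries were tested, which left 14382. Of these, 14336 had an identifier in the mouse annotation used here for positions, GENCODE M21 on the GRCm38 build. It is an older release than the authors' one on the same build. In all, 39 symbols stood on more than 1 identifier, and the identifier with the highest mean was used for lists. No pseudocount, rescaling or batch term was applied.

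Group means of all 12 libraries were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend of the variance prior on the mean value). The contrasts were the VEGF-C effect at steady state (AAV-VEGF-C against AAV-CTRL), the VEGF-C effect after tMCAO (AAV-VEGF-C tMCAO against AAV-CTRL tMCAO), the tMCAO effect with each vector, and the VEGF-C by tMCAO interaction, which is the difference of the first and second effects. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over the tested genes, and an adjusted p under 0.05 was the threshold. The errors of log2 changes are limma's moderated standard errors (SE), and group values are means ± SD. With 3 libraries against 3 an exact permutation test cannot give a two-sided p under 0.1.

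Lists of genes were written by hand before the data were examined, as were the tests, the rule for naming genes and all alternatives except those named as later choices. There were 6 process lists (interferon alpha, interferon gamma, TNF NF-kB, oxidative phosphorylation, DNA replication and mitosis), 5 technical lists (immediate early, heat shock, mitochondrially encoded, cytosolic ribosomal proteins and sex-linked) and 13 lists of cell markers (homeostatic microglia, disease-associated microglia, monocyte-derived cells, border macrophages, neutrophils, T or NK cells, B cells, erythroid cells, endothelial cells, astrocytes, oligodendrocytes, neurons and choroid plexus). The value of a list is the median log2 change of its tested members. It was tested with camera at a preset correlation between genes of 0.01, and adjusted over the 6 process lists or over the other 18. Rotation tests (fry), camera with an estimated correlation, and exact permutation tests of each library's mean over the list were set beside it. Named genes were 16 fixed genes, the 5 largest rises and 5 largest falls in each contrast among genes past the threshold with no overlap between the libraries of both groups, and the 3 members of each process list with the smallest p in the VEGF-C effect after tMCAO. Some of the genes this rule selects are not reported here.

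The tests were checked on simulated data with the means and spreads of the 14382 genes. Each gene was drawn independently, so differences between libraries that many genes share were not simulated. With 200 genes changed by 1 on the log2 scale, 116 (58.0%) were called, with 3 false calls and 0 of wrong sign. A first version of this check, in which each group had its own spread, missed its recovery target, so recovery was then measured with one spread for all groups and the effect of unequal spread was measured separately. In 20 simulated tables with no changed gene but the groups' own spreads, the fit of all 12 libraries called between 0 and 17 genes in the VEGF-C effect after tMCAO (median 1), and 11.2% of genes had an unadjusted p under 0.05 there, against 0.960% in the effect at steady state. Fits of the 6 libraries compared gave 5.08% and 5.12%. The shared variance estimate is thus too small for the tMCAO groups and too large for the groups at steady state.

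Alternatives were no filter on low values, a mean of at least 5, median centring, quantile normalization, a fit of only the groups compared, array weights, no trend in the variance prior, a minimum absolute change of 0.5, the replicate number as a block, leaving out each library, Reactome sets shipped with fgsea 1.28.0, and, for the correlation, disjoint control libraries. Removal of genes that switch between a floor and a high value was added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.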

Results

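Whether VEGF-C given ahead of a stroke alters gene expression in microglia and macrophages was asked with RNA-seq of CD11b-positive brain cells. AAV-VEGF-C was set against AAV-CTRL, once in mice without tMCAO and once in mice collected 7 days after it. There were 4 groups of 3 libraries. The values are rlog values on the log2 scale, the depth of the libraries is unknown, and 14382 genes were tested. The median value of the tested genes lay between 8.20 and 8.26 in the 12 libraries. Across genes, which are not independent replicates, Pearson's r between replicates ran from 0.986 to 0.989 in AAV-CTRL, from 0.985 to 0.989 in AAV-VEGF-C, from 0.966 to 0.979 in AAV-CTRL tMCAO and from 0.961 to 0.976 in AAV-VEGF-C tMCAO. No libraries held identical values. The median SD of a gene was 0.14 and 0.13 in the AAV-CTRL and AAV-VEGF-C groups at steady state, and 0.23 and 0.25 in the same groups after tMCAO.

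The first principal component held 56.1% of the variance and parted all 6 tMCAO libraries from the 6 others. The second held 10.1% and spread the tMCAO libraries without parting the vectors: replicates 1 and 2 of AAV-CTRL tMCAO and replicate 1 of AAV-VEGF-C tMCAO had positive scores, and the remaining 3 tMCAO libraries negative ones.

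**Figure D1:**
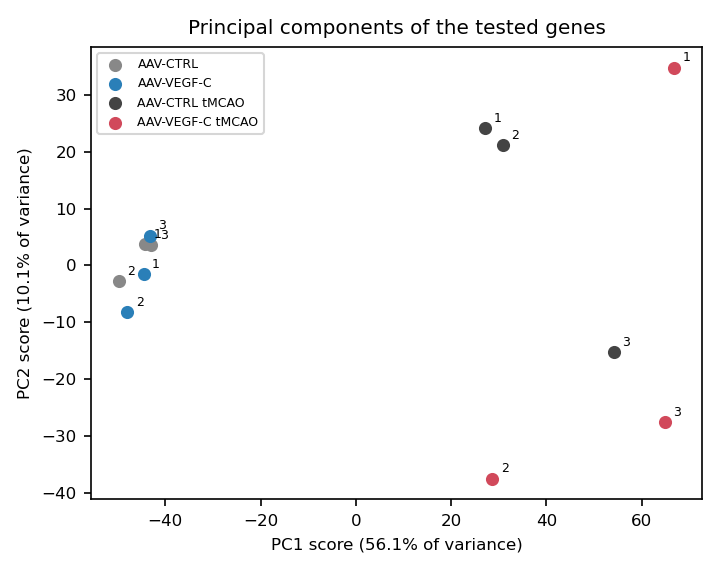
Scores of the 12 libraries on the first 2 principal components of the 14382 tested genes, coloured by group, with the replicate number beside each point. The horizontal axis (56.1% of the variance) separates tMCAO from steady state, and the 2 vectors are not separated on either axis.

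Whether VEGF-C alters microglia in the absence of injury was asked at steady state. No gene passed the threshold: 0 of 14382 had an adjusted p under 0.05 in limma, and 271 (1.88%) had an unadjusted p under 0.05. A fit of these 6 libraries alone gave 940 genes (6.54%) at an unadjusted p under 0.05 and 1 gene past the threshold, Gm10163 (4.60), which was named after its value was seen and is among the genes described below that switched between low and high values. The libraries of the groups did not overlap for 12.2% of genes, where chance gives 10%. This count moved most without a filter on low values, to 6 genes. Vegfc itself was at 3.59 ± 0.42 (SD, n = 3) in AAV-CTRL and 3.66 ± 0.54 in AAV-VEGF-C, a difference of 0.07 (SE 0.36) within the spread of replicates. This covers the sorted cells only and does not measure delivery of the vector. The paper reported more VEGF-C protein in cerebrospinal fluid and brain, and its GFP vector did not transduce pial or perivascular macrophages. Vegfc (ENSMUSG00000031520) lies on chromosome 8 at 54077606 to 54187096.

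The same question was then asked after tMCAO. In limma 15 genes passed the threshold, 8 higher and 7 lower with AAV-VEGF-C, and 1924 (13.4%) had an unadjusted p under 0.05. For all 15 the 3 and 3 libraries did not overlap, as was the case for 11.01% of all tested genes (10% by chance). This count is not stable. It moved most when AAV-CTRL tMCAO replicate 3 was left out, to 535 genes, and it was 275 without AAV-VEGF-C tMCAO replicate 1 and 4 without AAV-CTRL tMCAO replicate 1. A fit of the 6 tMCAO libraries alone called 0 genes, with 936 (6.51%) at an unadjusted p under 0.05, and its smallest adjusted p was 0.481. That is nearly the share of the fit of the 6 libraries at steady state, so the shares of 1.88% and 13.4% under the shared variance do not show a larger effect after tMCAO. In simulations with no changed gene, where genes were drawn independently, the fit of all 12 libraries called up to 17 genes in this contrast.

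The largest falls were those of Adcy6, Alas2, Cxcl9, Ddr2 and H2-Q6. Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079), which encodes a chemokine induced by interferon gamma, was at 5.65 ± 0.83 (SD, n = 3) in AAV-CTRL tMCAO and 2.63 ± 0.24 in AAV-VEGF-C tMCAO. Its log2 change was −3.02 (SE 0.37, adjusted p 0.0113), and it was at 4.48 ± 0.11 and 4.62 ± 0.32 in AAV-CTRL and AAV-VEGF-C at steady state. It stayed past the threshold whichever tMCAO library was left out, with adjusted p up to 0.0440, but not in the fit of the 6 libraries alone (adjusted p 0.481). H2-Q6 (ENSMUSG00000073409, chromosome 17, 35424850 to 35430055), a class I histocompatibility gene with close paralogs between which reads may be divided, changed by −1.80 (SE 0.23, adjusted p 0.0113), from 9.22 ± 0.24 to 7.42 ± 0.45, and without AAV-CTRL tMCAO replicate 1 its adjusted p was 0.05415. Adcy6 (chromosome 15, 98589973 to 98610076) changed by −3.27 (SE 0.31, adjusted p 0.00263), from 6.60 ± 0.66 to a flat floor at 3.32 ± 0.04, and was 1 of 148 tested genes that switched between low and high values in sets of libraries that did not follow tMCAO. Alas2 (chromosome X, 150547375 to 150570638), an erythroid gene, changed by −3.25 (SE 0.49, adjusted p 0.0271), and Ddr2 (chromosome 1, 169972307 to 170110762) by −1.89 (SE 0.30, adjusted p 0.0454). Both lost the threshold without AAV-CTRL tMCAO replicate 2, AAV-VEGF-C tMCAO replicate 2 or AAV-VEGF-C tMCAO replicate 3, with an adjusted p of 0.0795, 0.0572 and 0.09997 for each gene.

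The largest rises were smaller. Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) rose by 1.35 (SE 0.18, adjusted p 0.0197), from 14.27 ± 0.40 to 15.62 ± 0.30, and Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) by 1.25 (SE 0.18, adjusted p 0.0271), from 14.89 ± 0.41 to 16.14 ± 0.32. Vat1 rose by 1.08, Serpinb6a by 1.02 and Cd300lh by 0.96 (adjusted p 0.0113, 0.0489 and 0.0271). All 5 lost the threshold in the fit of the 6 tMCAO libraries alone and with no trend in the variance prior. Among the fits that left out one library, Vat1 lost it only without AAV-CTRL tMCAO replicate 1 (adjusted p 0.05415). The same omission gave Gpnmb and Spp1 an adjusted p of 0.05415, Serpinb6a 0.159 and Cd300lh 0.130, and leaving out AAV-VEGF-C tMCAO replicate 3 gave adjusted p-values of 0.0896 for Gpnmb and 0.09997 for Spp1, Serpinb6a and Cd300lh. Without AAV-CTRL tMCAO replicate 2 the adjusted p was 0.0761 for Spp1 and Cd300lh and 0.114 for Serpinb6a, and without AAV-VEGF-C tMCAO replicate 2 it was 0.0508 for Serpinb6a.

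**Figure D2:**
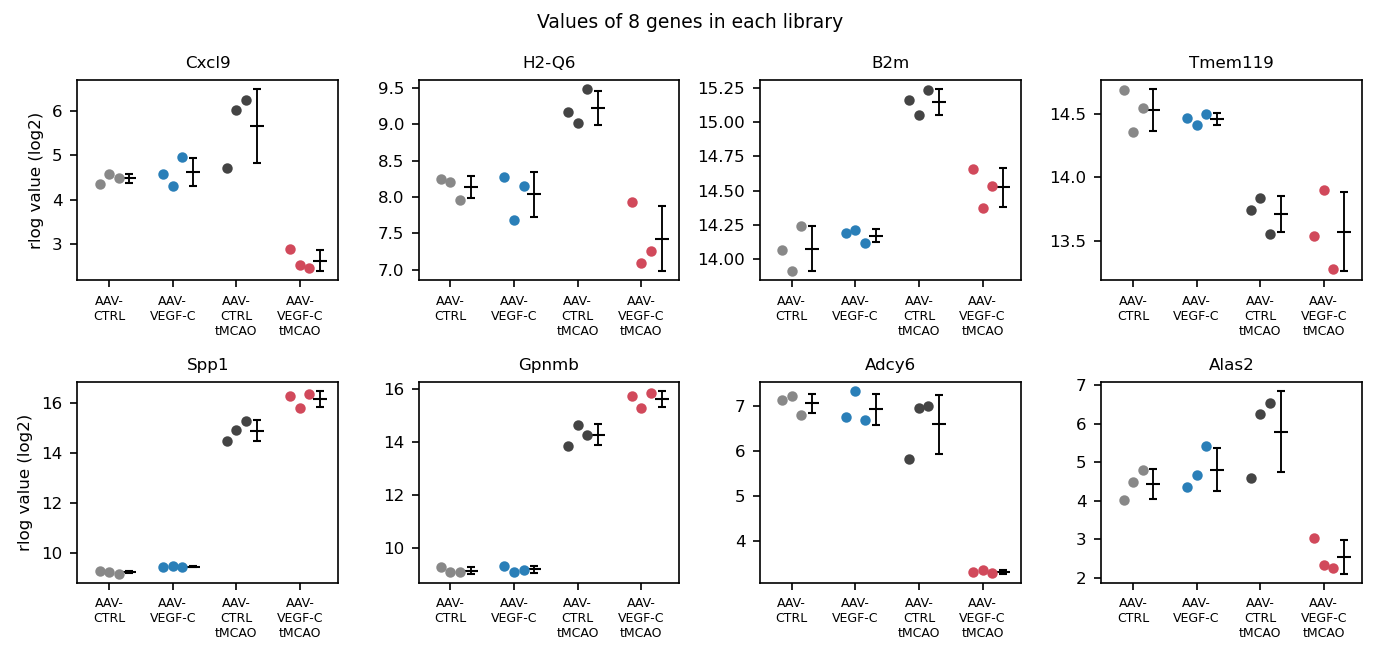
The rlog value (log2) of 8 genes in each of the 12 libraries (points), with the mean and SD of each group of 3 as a bar beside them; the genes were taken from the named genes. Cxcl9 fell from a mean of 5.65 to 2.63 between the tMCAO groups, Spp1 rose from 14.89 to 16.14, and the Tmem119 values overlapped.

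None of the other genes fixed beforehand that reached the filter passed the threshold in the VEGF-C effect after tMCAO. Tmem119, a marker of homeostatic microglia, changed by −0.14 (SE 0.14, adjusted p 0.700), from 13.71 ± 0.14 to 13.57 ± 0.31, and Ccr2, a receptor of monocytes, by −0.04 (SE 0.44, adjusted p 0.978). Itgam, which encodes CD11b, changed by −0.44 (SE 0.15, adjusted p 0.266) and Aif1, which encodes Iba1, by −0.35 (SE 0.13, adjusted p 0.291). The class II histocompatibility genes H2-Aa, H2-Ab1, H2-Eb1 and Cd74 changed by −0.45, −0.23, −1.28 and −0.39, with adjusted p from 0.526 to 0.785 and libraries that overlapped. H2-Eb1 was also among the 148 genes that switched between low and high values. Among the receptors of VEGF-C, Flt4 changed by −0.58 (adjusted p 0.554), Kdr by −0.70 (adjusted p 0.345) and Nrp2 by 0.09 (adjusted p 0.733), and Vegfc changed by −0.21 (adjusted p 0.825). The changes of Vegfc, Nrp2, Tmem119, Ccr2, H2-Aa, H2-Ab1 and Cd74 took the other sign when a single library was left out, and without AAV-VEGF-C tMCAO replicate 1 Kdr passed the threshold (−1.13, adjusted p 0.0248). Ifng and Bdnf were below the filter and were not tested. Their means were −0.58 ± 0.27 and 1.42 ± 0.21 in AAV-CTRL tMCAO, and −0.77 ± 0.09 and 1.11 ± 0.17 in AAV-VEGF-C tMCAO (SD, n = 3).

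The effect of tMCAO itself was far larger than that of the vector. With AAV-CTRL 4387 genes passed the threshold (2276 higher, 2111 lower) and with AAV-VEGF-C 6102 did (2816 higher, 3286 lower). The groups did not overlap for 49.6% and 53.8% of genes. The first count moved most without AAV-CTRL replicate 2, to 2788, and the second without AAV-VEGF-C replicate 2, to 4659. In all, 3547 genes passed in both, 3543 of them in the same direction, and 840 and 2555 passed only with AAV-CTRL or only with AAV-VEGF-C. Across genes the effects had a Pearson's r of 0.834. Arg1 rose by 6.70 (SE 0.56, adjusted p 1.3e-05) with AAV-CTRL and by 6.79 (SE 0.56, adjusted p 7.47e-06) with AAV-VEGF-C, and Spp1 by 5.67 (SE 0.18, adjusted p 1.22e-08) and 6.69 (SE 0.18, adjusted p 1.52e-09). Saa3, Xdh and Baiap2l2 were the remaining large rises with AAV-CTRL (6.19, 5.59 and 5.47), and Gpnmb, Xdh and Htr2b those with AAV-VEGF-C (6.45, 6.14 and 5.92). The largest falls were −6.66 for the pseudogene Gm12671, −3.67 for Ppfia3, −3.62 for Rph3a, −3.15 for Gpr165 and −2.996 for Zfp458 with AAV-CTRL, and −3.88 for Cmah, −3.61 for Adcy6, −3.56 for Hba-a2, −3.37 for Hbb-bt and −3.32 for Arnt2 with AAV-VEGF-C. Gm12671, Ppfia3, Rph3a, Arnt2, Adcy6, Baiap2l2, Hba-a2 and Hbb-bt were among the 148 genes with such a switch, and of these Ppfia3, Rph3a and Arnt2 each lost the threshold in 5 of the 6 fits that left out one library, with adjusted p up to 0.183, 0.0967 and 0.120. The globin genes Hba-a2 and Hbb-bt have near-identical copies.

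Whether the VEGF-C effect differed between stroke and steady state was tested as an interaction. No gene passed: 0 of 14382 had an adjusted p under 0.05, 976 (6.79%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.116. The count moved most without AAV-VEGF-C tMCAO replicate 1, to 14 genes. Cxcl9 had an interaction of −3.16 with an adjusted p of 0.219. A larger count of genes after tMCAO than at steady state is therefore not, for any gene, a difference between these effects that passed its own test. Across genes the VEGF-C effect after tMCAO had a Pearson's r of 0.03 with the tMCAO effect in AAV-CTRL. Both effects contain the AAV-CTRL tMCAO libraries, which alone pushes r below 0: 1000 simulated draws without a VEGF-C effect gave a mean r of −0.21 (95% between −0.67 and 0.26), and 46.2% of them lay as far from that mean. Disjoint control libraries gave 0.18. The sign of r turned without a filter on low values (−0.04), under quantile normalization (−0.01) and in several omissions of a library, which gave r from −0.12 without AAV-CTRL tMCAO replicate 1 to 0.226 without AAV-VEGF-C tMCAO replicate 2.

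Processes were then compared as lists fixed beforehand. After tMCAO the interferon alpha list was lower in AAV-VEGF-C, with a median log2 change of −0.59 and 39 of 41 members lower (camera adjusted p 8.24e-15). The interferon gamma list changed by −0.37, with 43 of 45 lower (adjusted p 6.79e-12), and the TNF NF-kB list by −0.30, with 42 of 50 lower (adjusted p 2.36e-08). The oxidative phosphorylation list was higher by 0.12, with 59 of 75 higher (adjusted p 2.02e-05), the DNA replication list by 0.25, with 51 of 64 higher (adjusted p 2.36e-08), and the mitosis list by 0.29, with 49 of 56 higher (adjusted p 3.97e-07). Of their members 0, 1, 0, 0, 0 and 0 passed over all tested genes, and 17, 11, 7, 0, 0 and 0 passed when adjusted over the list alone. These 6 camera calls assume a correlation of 0.01 between genes. The estimated correlations were 0.72 (interferon alpha), 0.22 (interferon gamma), 0.19 (TNF NF-kB), 0.53 (oxidative phosphorylation), 0.26 (DNA replication) and 0.49 (mitosis). They lie far above 0.01, so these camera p-values overstate the evidence. With an estimated correlation none held (adjusted p from 0.183 to 0.400), and under fry only the interferon gamma call held (adjusted p 0.0299), with 0.0932 for interferon alpha, 0.0606 for TNF NF-kB, 0.350 for oxidative phosphorylation, 0.0943 for DNA replication and 0.247 for mitosis.

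The libraries' own means over each list overlapped between the tMCAO groups for all 6 processes. Two-sided exact permutation tests of these means (n = 3 and 3, smallest possible p 0.1) gave p = 0.3 for interferon alpha, 0.2 for interferon gamma, 0.2 for TNF NF-kB, 0.5 for oxidative phosphorylation, 0.2 for DNA replication and 0.5 for mitosis. The interferon alpha mean was 9.92 ± 0.39 in AAV-CTRL tMCAO and 9.31 ± 0.54 in AAV-VEGF-C tMCAO, against 8.56 ± 0.04 and 8.57 ± 0.16 at steady state (SD, n = 3). Single libraries carried part of the medians. Without AAV-CTRL tMCAO replicate 3 the interferon alpha median was −0.36, the interferon gamma median −0.25, the oxidative phosphorylation median 0.22, the DNA replication median 0.37 and the mitosis median 0.46. Without AAV-VEGF-C tMCAO replicate 1 the interferon gamma median was −0.58, the DNA replication median 0.15 and the mitosis median 0.08, with mitosis past the threshold no longer (adjusted p 0.230). Without AAV-VEGF-C tMCAO replicate 2 the medians of oxidative phosphorylation, DNA replication and mitosis were 0.18, 0.42 and 0.54. Oxidative phosphorylation fell to 0.04 without AAV-VEGF-C tMCAO replicate 3 (adjusted p 0.131) and to 0.05 without AAV-CTRL tMCAO replicate 1, which also gave mitosis a median of 0.17.

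**Figure D3:**
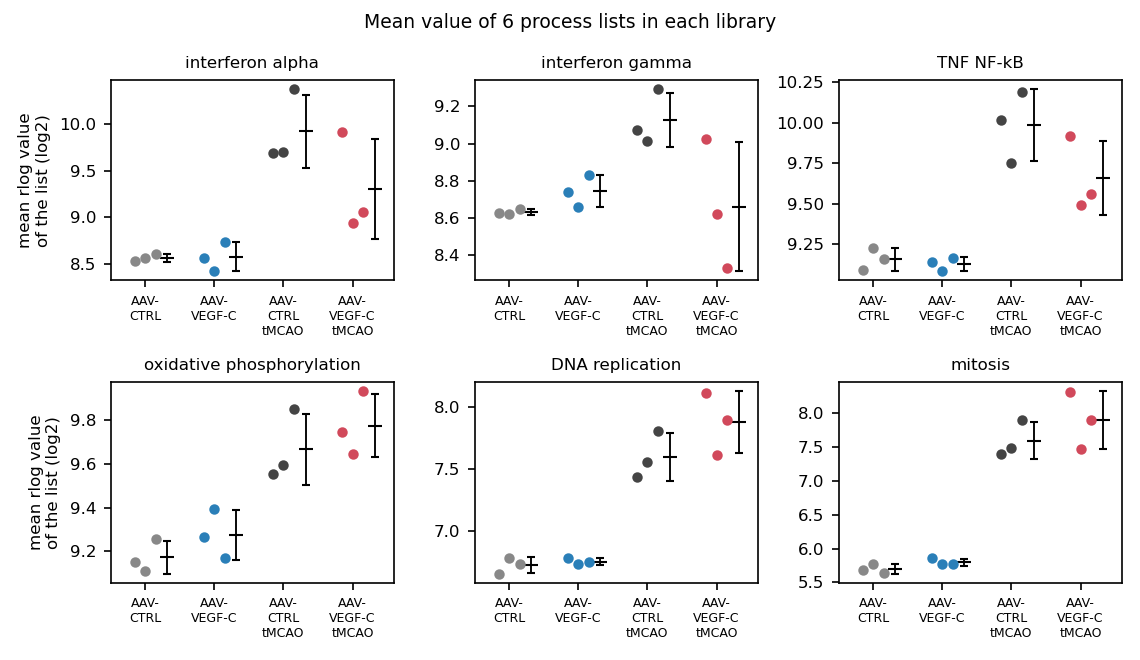
Mean rlog value (log2) of the tested members of 6 process lists in each of the 12 libraries (points), with the mean and SD of each group of 3 beside them. The vertical axes do not start at 0, and in each list the values of the AAV-CTRL tMCAO and AAV-VEGF-C tMCAO libraries overlapped.

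The list members with the smallest p were, beside Cxcl9, B2m (−0.62, SE 0.10, adjusted p 0.0593) and H2-D1 (−0.55, SE 0.10, adjusted p 0.0781) for interferon gamma, and Lgals3bp (−0.75), Trim30a (−0.82) and Ifi27l2a (−1.51) for interferon alpha, with adjusted p from 0.0781 to 0.102. For TNF NF-kB they were Csf1 (−0.98), Ccl5 (−1.19) and Nfkbia (−0.58), with adjusted p from 0.118 to 0.158. Members of the other 3 lists had adjusted p of at least 0.191: Ndufb6 and Atp5o rose by 0.47 and 0.32, Mcm6, Cdc45 and Rpa2 by 0.44, 0.68 and 0.65, and Mki67, Ncaph and Mad2l1 by 0.55, 0.34 and 0.52. Single libraries kept some members from the threshold. Without AAV-VEGF-C tMCAO replicate 1, adjusted p was 0.0153 for B2m, 0.0273 for H2-D1, 0.0224 for Lgals3bp, 0.00167 for Trim30a, 0.00797 for Ifi27l2a and 0.00256 for Csf1. Without AAV-CTRL tMCAO replicate 3 it was 0.0247 for B2m, 0.0370 for H2-D1, 0.0324 for Lgals3bp, 0.0414 for Trim30a, 0.0317 for Mcm6, 0.0444 for Rpa2 and 0.0400 for Mki67, and without AAV-CTRL tMCAO replicate 2 it was 0.0364 for Nfkbia.

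At steady state 5 of the 6 process lists stayed within camera's threshold, with medians of 0.02 (interferon alpha), 0.04 (interferon gamma), −0.04 (TNF NF-kB), 0.01 (DNA replication) and 0.07 (mitosis). The oxidative phosphorylation list was higher in AAV-VEGF-C by 0.11, with 67 of 75 members higher (camera adjusted p 7.61e-08), a call that did not hold under fry (adjusted p 0.957). Without one library its median lay between 0.055 (without AAV-VEGF-C replicate 2, adjusted p 0.0494) and 0.17 (without AAV-VEGF-C replicate 3), and the first omission also put mitosis (0.077, adjusted p 0.0494) and interferon gamma (0.054, adjusted p 0.04998) past the threshold. The interaction of oxidative phosphorylation was −0.00455 with an adjusted p of 0.524, so its effect after tMCAO was not separable from that at steady state, except without AAV-CTRL tMCAO replicate 3 (0.12, adjusted p 0.00325), AAV-VEGF-C replicate 2 (0.073, adjusted p 0.0141) or AAV-VEGF-C tMCAO replicate 2 (0.048, adjusted p 0.0120). With AAV-CTRL, tMCAO raised all 6 lists, by 1.46 for interferon alpha, 0.37 for interferon gamma, 0.74 for TNF NF-kB, 0.51 for oxidative phosphorylation, 0.69 for DNA replication and 2.13 for mitosis. With AAV-VEGF-C the medians were 0.67, −0.00380, 0.50, 0.51, 1.02 and 2.30.

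Among the technical lists and cell markers camera called 5 at steady state, all higher in AAV-VEGF-C. The heat shock list had a median of 0.14 (16 of 17 members higher, adjusted p 0.00105), the ribosomal protein list 0.15 (50 of 51, adjusted p 2.38e-14), disease-associated microglia 0.11 (13 of 14, adjusted p 0.0328), oligodendrocytes 1.18 (8 of 8, adjusted p 5.48e-06) and choroid plexus 0.50 (6 of 6, adjusted p 0.00103). None held under fry (adjusted p 0.990 for each) or with an estimated correlation (0.687 for each). The estimated correlations of these 5 lists ran from 0.28 (disease-associated microglia) to 0.84 (oligodendrocytes), against the preset 0.01. Single libraries moved these medians. Without AAV-VEGF-C replicate 3 the choroid plexus median was 0.038 (camera adjusted p 0.667), and without AAV-VEGF-C replicate 2 the oligodendrocyte median was 0.52 (adjusted p 0.0541), the heat shock median 0.08 (adjusted p 0.0725) and the ribosomal protein median 0.09. Heat shock also lost the threshold without AAV-CTRL replicate 2 (0.07, adjusted p 0.161), where the ribosomal protein median was 0.09 and that of disease-associated microglia 0.16, the only omission of 6 that kept the call of the last list (adjusted p up to 0.0940 in the others). Larger medians came without AAV-CTRL replicate 1 (heat shock 0.22), AAV-CTRL replicate 3 (ribosomal proteins 0.24), AAV-VEGF-C replicate 1 (choroid plexus 0.84) and AAV-VEGF-C replicate 3 (heat shock 0.24). Under the shared variance, other lists passed only in an omission. In the fit of the 6 libraries at steady state alone, with none left out, monocyte-derived cells had an unadjusted camera p of 0.00242. The mitochondrially encoded list had a median of 0.11 (12 of 13 higher, adjusted p 0.0706) and passed without AAV-CTRL replicate 2 (0.16, adjusted p 0.0145), AAV-CTRL replicate 3 (0.17, adjusted p 0.0136) or AAV-VEGF-C replicate 3 (0.28, adjusted p 1.47e-07), while it was −0.056 without AAV-VEGF-C replicate 2 and −0.00149 without AAV-CTRL replicate 1. Monocyte-derived cells passed without AAV-CTRL replicate 2 (0.31, adjusted p 0.0419), the sex-linked list without AAV-CTRL replicate 3 (0.15, adjusted p 0.0475), and the immediate early list (0.084) and border macrophages (0.15) without AAV-VEGF-C replicate 2 (adjusted p 0.0381 for each). The libraries' means over the list did not overlap for disease-associated microglia, nor for the interferon gamma and sex-linked lists, which camera did not call (exact permutation p = 0.1 for each, the smallest possible).

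The same lists were compared after tMCAO. The immediate early list had a median of −0.36, with 22 of 26 members lower in AAV-VEGF-C tMCAO (camera adjusted p 1.16e-05), and the sex-linked list had a median of −0.25 over 4 genes (adjusted p 0.00712), with library means of 9.81 ± 0.06 and 9.54 ± 0.09 (SD, n = 3) that did not overlap (exact permutation p = 0.1, the smallest possible). The heat shock, mitochondrially encoded and ribosomal protein lists had medians of 0.01, −0.13 and −0.00038 and were not past the threshold. Markers of homeostatic microglia had a median of −0.30 (adjusted p 0.00188), endothelial markers −0.36 (adjusted p 0.0298), astrocyte markers −0.84 (adjusted p 0.000281) and erythroid markers −3.28 (adjusted p 1.71e-08). The mean of the 5 tested erythroid markers was 8.30 ± 1.297 in AAV-CTRL tMCAO and 4.82 ± 0.98 in AAV-VEGF-C tMCAO (SD, n = 3), without overlap (exact permutation p = 0.1, the smallest possible). The medians of the other cell lists were not past the threshold: −0.00387 for disease-associated microglia, with 7 of 14 members higher, 0.33 for monocyte-derived cells, 0.08 for border macrophages, 0.45 for neutrophils, −0.64 for T or NK cells, −0.37 for B cells, 0.12 for oligodendrocytes, 0.31 for neurons and 0.26 for choroid plexus. Of the 6 camera calls in this family, those of the sex-linked and erythroid lists held under fry (adjusted p 0.00823 for each) and none held with an estimated correlation. The estimated correlations of these 6 lists ran from 0.041 (sex-linked) to 0.77 (homeostatic microglia).

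The immediate early and erythroid calls passed in each of the 6 fits that left out one tMCAO library. The sex-linked call was lost without AAV-VEGF-C tMCAO replicate 2 (−0.21, adjusted p 0.0835) and the astrocyte call without AAV-CTRL tMCAO replicate 3 (−0.47, adjusted p 0.0631). Homeostatic microglia lost the threshold without AAV-CTRL tMCAO replicate 1 or 2 (−0.19 and −0.20, adjusted p 0.0694 and 0.0715) or AAV-VEGF-C tMCAO replicate 3 (−0.17, adjusted p 0.148), and had a median of −0.66 without AAV-CTRL tMCAO replicate 3. The endothelial call was lost in 4 of the 6 fits, with a median of −0.19 and an adjusted p of 0.284 without AAV-VEGF-C tMCAO replicate 3. Other lists passed in an omission alone: neutrophils (1.03) and monocyte-derived cells (0.45) without AAV-CTRL tMCAO replicate 3, neutrophils (0.82), T or NK cells (−0.97), neurons (0.59) and ribosomal proteins (0.063) without AAV-VEGF-C tMCAO replicate 1, the mitochondrially encoded list (−0.22) and ribosomal proteins (−0.11) without AAV-VEGF-C tMCAO replicate 3, and neurons (0.38) without AAV-CTRL tMCAO replicate 2. Disease-associated microglia passed as higher without AAV-CTRL tMCAO replicate 1 (0.077), AAV-CTRL tMCAO replicate 2 (0.059) or AAV-VEGF-C tMCAO replicate 2 (0.19). The medians of neutrophils (−0.22), monocyte-derived cells (−0.10) and oligodendrocytes (−0.23) turned negative without AAV-CTRL tMCAO replicate 1, that of border macrophages (−0.022) without AAV-CTRL tMCAO replicate 2, that of heat shock genes (−0.076) without AAV-VEGF-C tMCAO replicate 1, and that of oligodendrocytes (−0.56) without AAV-VEGF-C tMCAO replicate 2.

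**Figure D4:**
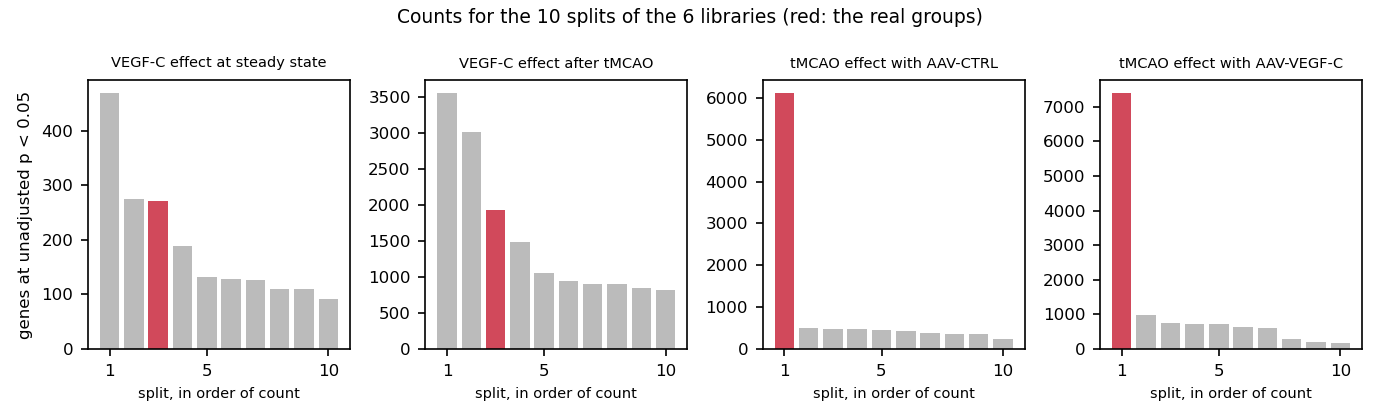
Number of genes with an unadjusted p under 0.05 for each of the 10 ways to split the 6 libraries of a contrast into 3 and 3, in descending order, with the real groups in red. The real split gave the highest count for both tMCAO effects (6121 and 7401 genes), and the third highest for the VEGF-C effect at steady state (271) and after tMCAO (1924).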

Values the study reported

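In extracts of the brain, the study measured Tmem119 transcript by quantitative PCR and gave a fold change of 10 at 3 days after stroke, with the lower level in mice given VEGF-C beforehand.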

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

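The tests with the immediate early score, with one library left out, with the share of microglia, with reversed residuals and with the 10 splits of the libraries for the list medians were chosen after the result was seen. For 13 lists the camera test found that the VEGF-C effect after tMCAO differed from that at steady state, and these are given here. Of these, fry kept an adjusted p under 0.05 for the sex-linked (0.0206) and erythroid (0.0367) lists, and none held with an estimated correlation. As a further test the vectors were assigned anew within the tMCAO and the steady-state libraries, and 100 of the 200 possible assignments were drawn, the real one included.

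The interferon gamma list had a median interaction of −0.46 (camera adjusted p 7.98e-12, 43 of 45 members lower), and only the real assignment, 1 of 100, gave a median as far from 0. Of the 10 splits of the 6 tMCAO libraries the real one alone, 1 of 10, gave as large a median in the effect after tMCAO, and 0 of 32 combinations of reversed residuals did. The smallest share that 10 splits can give is 0.1, so differences between the animals of a group cannot be told apart from an effect of the vector on these 10 splits. Its fry adjusted p for the interaction was 0.113. Camera called the interaction in each of the 12 fits that left out one library, with a median from −0.62 (without AAV-VEGF-C tMCAO replicate 1) to −0.30 (without AAV-VEGF-C tMCAO replicate 3). An effect of VEGF-C on interferon gamma responses after stroke is a candidate explanation, as a hypothesis. Activation of cells while the tissue was taken apart is another: with the immediate early score of each library as a covariate the median after tMCAO moved from −0.37 to −0.23, and the fry adjusted p from 0.0299 to 0.374, while camera still called the list (adjusted p 6.96e-06). The score was lower in AAV-VEGF-C tMCAO, at 11.61 ± 0.14 against 11.93 ± 0.23 (SD, n = 3, exact permutation p = 0.2), with libraries that overlapped. It does not show whether genes were activated during dissociation or in the brain before it. Adjusting for it may remove part of an effect of the vector, so activation and the vector cannot be told apart here. Dependence on cell composition was not tested.

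The interferon alpha list had a median interaction of −0.60 and the TNF NF-kB list one of −0.31. As large a median came from 19 and 13 of the 100 assignments. Camera called both in each of the 12 fits that left out one library, with medians of −0.91 and −0.43 without AAV-VEGF-C tMCAO replicate 1 and of −0.40 for interferon alpha without AAV-CTRL tMCAO replicate 3. In the effect after tMCAO, 3 and 2 of the 10 splits and 4 and 1 of the 32 combinations of reversed residuals gave as large a median, so differences between animals of one group remain a possible explanation. Activation of cells while the tissue was taken apart could also lower both lists, since the immediate early list had an interaction of −0.35 (12 of 100 assignments), and of −0.17 without AAV-CTRL tMCAO replicate 1. With the immediate early score of each library as a covariate the medians after tMCAO moved from −0.59 to −0.36 and from −0.30 to −0.13. Camera still called both (adjusted p 2.36e-06 and 0.0159), but even without the covariate neither list passed with an estimated correlation. The score differs with the vector and may also hold activation in the brain before dissociation, so activation stays open. This reading was chosen after the values were seen.

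The DNA replication list had a median interaction of 0.26 and the mitosis list one of 0.31. Of the 100 assignments 13 and 33 gave as much. Both calls were lost without AAV-VEGF-C tMCAO replicate 1 (0.097 and 0.035, adjusted p 0.0739 and 0.883), and that of mitosis without AAV-CTRL tMCAO replicate 1 (0.15, adjusted p 0.0682). After tMCAO, 2 and 5 of the 10 splits and 4 and 10 of the 32 combinations of reversed residuals gave as large a median, so library-wide differences between animals of one group may account for both shifts. With the immediate early score as a covariate their medians hardly moved, at 0.25 and 0.30 (camera adjusted p 2.36e-06 for each), which gives no sign of activation during dissociation as their source. It was not excluded as the whole cause, since the part of the difference in list means that goes with the score had a 95% interval from −0.30 to 0.281 for DNA replication, whose difference was 0.277, and from −0.51 to 0.41 for mitosis, whose difference was 0.304. For the oxidative phosphorylation list, whose interaction was −0.00455, the counts for the effect after tMCAO were 4 of 10 and 12 of 32.

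Among technical lists the mitochondrially encoded genes had a median interaction of −0.19, the cytosolic ribosomal proteins −0.15 and the 4 tested sex-linked genes −0.32. As large a median came from 48 and 42 of 100 assignments for the first 2 lists, so another assignment of the animals could have given these. Their calls were lost in 7 and 4 of the 12 fits that left out one library, with medians of −0.057 without AAV-VEGF-C replicate 2 for the mitochondrially encoded genes and −0.072 without AAV-VEGF-C tMCAO replicate 1 for the ribosomal proteins. For the sex-linked genes the number was 6 of 100. Their library means did not overlap after tMCAO (difference −0.27, exact permutation p = 0.1, the smallest possible), nor at steady state, where the difference was 0.097, and camera called the interaction in each of the 12 fits. Chance differences between animals are thus not excluded for this list but less well supported than for the other 2. Per the paper the vectors were given to male mice, so a different mix of sexes between the arms is not expected. No biological explanation was tested for these lists.

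The erythroid list had a median interaction of −3.63 with 5 of 5 members lower, and 2 of 100 assignments gave as much. The libraries' means were 7.45, 7.65 and 9.79 in AAV-CTRL tMCAO and 3.70, 5.28 and 5.50 in AAV-VEGF-C tMCAO. Fewer residual red blood cells in the preparations may be the source. Of 10 other red-cell genes, 6 were lower and 4 higher, with a median of −0.10 and 0 lower without overlap, but several of them, such as Fam46c and Slc25a37 (mean values 12.47 and 10.84), were high in all groups, where a small share of red cells would not show, which keeps this open. The globin genes have near-identical copies between which reads may be divided, and Hba-a2 and Hbb-bt are among the 148 genes that switched between low and high values, with AAV-VEGF-C tMCAO replicate 1 apart from the other libraries. An effect of the vector on bleeding or on red cell uptake was not tested.

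Homeostatic microglia had a median interaction of −0.32 (14 of 14 lower), endothelial cells −0.59 (8 of 9 lower) and astrocytes −0.88 (8 of 8 lower). As large a median came from 30, 22 and 25 of 100 assignments. The homeostatic and endothelial calls were lost in 4 and 6 of the 12 fits that left out one library, and the astrocyte call in none. Without AAV-VEGF-C tMCAO replicate 3 the first 2 lists had medians of −0.13 and −0.37 (adjusted p 0.338 and 0.372). Homeostatic microglia reached −0.69 without AAV-CTRL tMCAO replicate 3, and endothelial cells −0.83 without AAV-VEGF-C tMCAO replicate 1. The astrocyte median ranged from −1.28 without AAV-VEGF-C tMCAO replicate 2 to −0.56 without AAV-VEGF-C replicate 2. A loss of microglia alone, with the other cells in unchanged proportions, would raise the markers of all other cell types together. After tMCAO 5 of 11 such lists were lower and 6 higher, and the erythroid list was lower with no overlap between libraries. This argues against a loss of microglia alone as the whole cause. A lower share of microglia through more of some other cells cannot be judged from this count. Different amounts of other cells, and chance differences between animals, stay open.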

How the results depend on the processing

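Removal of genes that switch between a floor and a high value was chosen after the data were seen, as was leaving out one library for the technical and cell lists and, outside the effect after tMCAO, for the process lists. The VEGF-C effect at steady state went from 0 genes (271 at an unadjusted p under 0.05) to 6 without a filter on low values and to 1 in the fit of the 6 libraries alone. The 6 had mean values between −1.95 and 0.47, far below the filter, and the 1 was Gm10163 (log2 change 4.60). From 0 to 2 genes passed across the 6 fits that each left out one library, with 2 without AAV-CTRL replicate 2 (Pcgf5, Tusc3) or AAV-VEGF-C replicate 3 (Zc3h12c, Gm2223) and 1 without AAV-CTRL replicate 3 (Fbrs) or AAV-VEGF-C replicate 1 (Rprd2). These 6 genes and Gm10163 are among the 148 that switch, and in each of the 6 the omission left a group with only low values, such as 4.51 and 4.56 for Fbrs in AAV-CTRL, where the library left out was at 8.33.

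The VEGF-C effect after tMCAO went from 15 genes to 7 without a filter (5 shared with the 15), to 2 with no trend in the variance prior (Adcy6 and Cxcl9) and to 0 in the fit of the 6 libraries alone (936 at an unadjusted p under 0.05). It ranged from 4 (without AAV-CTRL tMCAO replicate 1: Adcy6, Alas2, Ddr2 and Cxcl9) to 535 (without AAV-CTRL tMCAO replicate 3, all 15 shared) across the 6 fits that left out one library, with 275 without AAV-VEGF-C tMCAO replicate 1. Without a filter 23975 genes were tested. For the other settings the cause was not tested. Within 1.5 times lay the counts with a mean of at least 5 (15 genes, 13 shared), median centring (15, 14 shared), quantile normalization (11, 10 shared, with 63.6% higher against 53.3%), array weights (19, 12 shared), a minimum absolute change of 0.5 (15) and without the switching genes (14).

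The tMCAO effect with AAV-CTRL ranged from 2788 genes (without AAV-CTRL replicate 2) to 4232 across the 6 fits that left out one library, and the one with AAV-VEGF-C from 4659 to 6371. The interaction went from 0 genes (976 at an unadjusted p under 0.05) to 1 without a filter (Gm10382) and to 3 with array weights (Plxna1, Vat1 and 5031439G07Rik), and ranged from 0 to 14 across 12 fits that left out one library, with 14 without AAV-VEGF-C tMCAO replicate 1, 3 without AAV-CTRL tMCAO replicate 1 (Adcy6, Alas2 and Cxcl9), and 1 without AAV-CTRL replicate 3 (Fbrs), AAV-VEGF-C replicate 3 (Gm2223) or AAV-CTRL tMCAO replicate 3 (Zfp53). Fbrs, Gm2223, Zfp53 and Adcy6 also switch, and for Fbrs, Gm2223 and Zfp53 the library left out was the one that differed from the other 2 of its group. Genes outside the naming rule were picked out after their values were seen. For the tMCAO effects and the other settings of the interaction the cause was not tested.

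The replicate number as a block gave 25 genes in the VEGF-C effect after tMCAO (14 shared with the 15). Deviations of same-numbered libraries from their group means had Pearson's r of 0.175, 0.0999 and 0.228 across genes between the tMCAO groups. Between the groups at steady state r was 0.0321, 0.0887 and 0.0514. All were positive but small, and the labels do not say whether a number marks a batch or a day. Whether same-numbered libraries share more than a number is therefore not decided. The block changed no call of a process list.

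List medians are the same under every test, so only the calls moved. With an estimated correlation the calls of interferon alpha (−0.59), interferon gamma (−0.37), TNF NF-kB (−0.30), DNA replication (0.25), mitosis (0.29) and oxidative phosphorylation (0.12) were lost, with adjusted p from 0.183 to 0.400. Under fry all but interferon gamma were lost, with adjusted p from 0.0606 to 0.350. Leaving out one library gave medians from −0.85 to −0.36 for interferon alpha, −0.58 to −0.25 for interferon gamma, −0.42 to −0.26 for TNF NF-kB, 0.042 (without AAV-VEGF-C tMCAO replicate 3, adjusted p 0.131) to 0.22 for oxidative phosphorylation, 0.15 to 0.42 for DNA replication and 0.077 (without AAV-VEGF-C tMCAO replicate 1, adjusted p 0.230) to 0.54 for mitosis. Reactome sets gave −0.25 for interferon alpha (11 genes tested, adjusted p 0.0227), −0.38 for interferon gamma, 0.11 for oxidative phosphorylation, 0.10 for DNA replication and 0.14 for mitosis (adjusted p 0.00202), and none was set for TNF NF-kB.

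For the named genes 819 values were recomputed, of which 717 kept their direction and side of the threshold, 73 no longer passed, 20 newly passed and 9 changed sign. All 9 arose when a tMCAO library was left out. Vegfc went from −0.40 to 0.035 (without AAV-CTRL tMCAO replicate 1), Nrp2 from −0.040 (without AAV-VEGF-C tMCAO replicate 1) to 0.21, and Tmem119 from −0.30 to 0.0068 (without AAV-VEGF-C tMCAO replicate 3). Ccr2 ranged from −0.67 to 0.51 (without AAV-VEGF-C tMCAO replicate 3), with 0.22 and 0.04 without replicate 2 of AAV-CTRL tMCAO and of AAV-VEGF-C tMCAO. H2-Aa ranged from −0.85 to 0.10, H2-Ab1 from −0.58 to 0.16 and Cd74 from −0.76 to 0.058, each with the other sign without AAV-VEGF-C tMCAO replicate 3. The cause was not tested. The values hold no counts, so what depth adds to the spread cannot be separated here.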

Other observations

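The splits of the libraries for the counts of the VEGF-C and tMCAO effects, the reversed residuals, the test of Adcy6, the immediate early covariate and the comparison with ribosomal proteins were chosen after the result was seen. In the VEGF-C effect at steady state 3 of the 10 splits of the 6 libraries gave at least 271 genes with an unadjusted p under 0.05. After tMCAO 3 of the 10 splits gave at least 15 genes past the adjusted threshold. The others gave 1008 and 468 genes, and put AAV-CTRL tMCAO replicates 1 and 2 with AAV-VEGF-C tMCAO replicate 1 or 2. For the tMCAO effects only the real split, 1 of 10 for each vector, gave as many genes. For the interaction 24 of 100 assignments gave at least 976 genes at an unadjusted p under 0.05 (median 566, largest 2392). The correlation of 0.03 between the VEGF-C and the tMCAO effect was matched or exceeded in size by 8 of 10 splits.

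The 15 genes called after tMCAO rest on a variance estimated over all groups, which may be too small for the tMCAO libraries. The fit of the 6 libraries called 0 of the 15. Where 15 changes were planted in simulated data, that fit also called few, with a median of 0 and at most 2, so its lack of calls does not decide. Of 20 simulations with no changed gene, 1 gave at least 15 calls with the shared variance. Genes were drawn independently in both kinds of simulation, so differences shared by many genes of a library are not in these counts. False calls may therefore be more frequent in the real libraries. Real changes and too small a variance cannot be told apart for these genes.

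Residuals of the 6 tMCAO libraries with reversed signs were used to ask what library-wide differences between animals alone give. A first version with 1000 random draws gave a median as far from 0 in 13.2% (interferon alpha), 0.0999% (interferon gamma), 2.60% (TNF NF-kB), 37.1% (oxidative phosphorylation), 14.4% (DNA replication) and 33.3% (mitosis). It was replaced by the 32 combinations of signs after these values were seen, because no more than 32 exist. Residuals of a group sum to 0, so some combinations give 0 or repeat another, and the real median is not among them. The shares are therefore a rough guide and not exact p-values. For TNF NF-kB the versions fall on different sides of 0.05. Of 32 combinations 1 was as far from 0, a share of 0.0606 once the observed value is counted. For interferon gamma the count was 0 of 32, a share of 0.0303 when counted in the same way, the smallest possible.

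In 148 tested genes (1.03%) the libraries fell into a low and a high set at least 2 apart on the log2 scale, without following tMCAO. In 52 of them a single library was low, which says nothing of a flat floor, and in 83 of the other 96 the low set spanned less than 0.5. The threshold of 2 was chosen after the counts were seen. A gap of 1.5, 2.5 or 3 gave 285, 82 and 37 genes. Reads assigned to another gene that overlaps on the same strand could produce such a switch, but 32.7% of these genes overlapped one, against 26.9% in genes of the same mean value (one-sided permutation p 0.0693, 10000 draws). Most do not overlap, which argues against this as the whole cause. Adcy6 is among the 148. Of 16 such genes with 3 libraries apart, 1 had exactly one group apart, where chance gives 0.291. With gaps of 2.5 or 3 Adcy6 is no longer included, so whether its fall is a switch of this kind or an effect of the vector cannot be told apart.

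Oxidative phosphorylation genes were higher in AAV-VEGF-C at steady state (0.11) and after tMCAO (0.12). With the trend of the changes on gene length removed the medians were 0.07 and 0.13, which argues against gene length as the whole cause. Activation of cells during dissociation stays open for the effect after tMCAO: with the immediate early score as a covariate its median was −0.028 (camera adjusted p 0.760), which removed the shift and turned its sign. The score may also hold activation in the brain, so this does not single out dissociation. At steady state the score hardly differed (11.84 ± 0.05 in AAV-CTRL and 11.82 ± 0.17 in AAV-VEGF-C), so it does not bear on the shift there. A shift shared with the cytosolic ribosomal proteins was also weighed. These were higher by 0.15 at steady state, in 50 of 51 genes, and had a median of −0.000383 after tMCAO with 25 of 51 higher, which decides nothing, so a shared technical shift at steady state stays possible.

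The log2 change of Tmem119 in CD11b-positive cells 7 days after tMCAO was −0.14. That is a smaller fall than the value quoted from the study above, which came from another sample type and time.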
